A study of Homo sapiens with 6 samples. Its data were reported in "TGF-β induces miR-100 and miR-125b but blocks let-7a through LIN28B controlling PDAC progression" (2018).

How the data were processed

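RNA sequencing measured gene expression in a pair of human pancreatic cancer cell lines, BxPC-3, which the labels describe as epithelial, and S2-007, which they describe as mesenchymal. Each line had 3 libraries, which the series design calls biological replicates, and the 6 libraries were grouped by the cell line named in their labels. BxPC-3 grew in RPMI and S2-007 in DMEM, each with 10% FCS, so the medium cannot be told apart from the line. RNA was extracted with Trizol and libraries were made with an unstranded TruSeq kit that selects polyadenylated RNA, so reads from overlapping genes on opposite strands cannot be separated and mature microRNAs were not measured. All 6 libraries carry the same lane mark in their labels.

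The submitters' processing notes name CASAVA 1.4, TopHat, DESeq2 and the hg19 build. The deposited files give 1 normalised signal per gene and library, which the authors obtained by dividing read counts by a size factor for each library. This was tested on the files: in each library 100% of the non-zero values were a whole multiple of a single step within 0.001 read, and dividing by the step gave back whole reads. Recovered totals were 24192378, 19100976 and 20786303 reads in BxPC-3 replicates 1 to 3 and 17605587, 36650765 and 19522840 reads in S2-007 replicates 1 to 3. The files list 55765 rows each with zeros kept. In 28 rows the gene name had turned into a date, and these rows were kept under that name but matched to no gene.

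The plan fixed before the data were examined expected read counts and named edgeR's quasi-likelihood test for them, with limma on log2 values where a file held anything else. Because the deposited unit was a normalised signal, limma 3.58.1 in R 4.3.3 was used on log2 of the value plus 1, with an intensity trend and robust empirical Bayes, for rows with a value of at least 10 in at least 3 libraries. Fold changes on this scale understate differences of genes with few reads. Tests were two-sided, p values were adjusted by Benjamini-Hochberg over the 15911 rows tested, and adjusted p under 0.05 was called different. The edgeR test named for counts was run beside it on the recovered reads with TMM scaling, as an alternative added after the unit was seen, and called 4751 genes higher and 6120 lower in S2-007. Fold changes are S2-007 minus BxPC-3 in log2. Any ratio printed for a gene with 1 to 3 reads in all in 1 line is that of pooled reads with its 95% exact counting interval, and any printed for a gene with 0 reads in 1 line is a lower bound computed with a floor of 3 reads over the group. These intervals and floors cover counting error only, since reads from a library amplified by PCR are not independent molecules.

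Genes named in the text followed a rule fixed in advance. It took 16 focal genes of the study's question, the 10 genes with the largest change in each direction among called genes with a mean of at least 10 CPM in the higher line, and up to 2 higher and 2 lower called members of each gene list at a mean of at least 1 CPM. The 26 gene lists were also fixed in advance. They cover epithelial identity, tight junctions, desmosomes and adherens junctions, keratins, mesenchymal genes (which also mark fibroblasts), EMT transcription factors, TGF-beta pathway components, let-7 processing and microRNA machinery, let-7 targets, microRNA host genes, p53 targets, apoptosis, DNA damage checkpoint and repair, proliferation, classical and basal-like subtypes of pancreatic ductal adenocarcinoma, stem cells, interferon response, hypoxia and glycolysis, cholesterol synthesis, amino acid stress, the study's miR-125b and miR-100 networks, and immune, endothelial, and acinar and endocrine markers. Of these, 22 lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 22 lists. Camera compares a list with the other genes. Fry, run beside it, asks whether a list's members move on balance in one direction.

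For seed matches, the longest annotated 3′ UTR of each gene in GENCODE 44 on GRCh37, the same assembly as hg19, was searched for the 7-base match to positions 2 to 8 of 6 microRNA families. Coordinates count from 1. Of the tested genes 12369, or 77.7%, had an annotated 3′ UTR. The median log2 fold change of genes with a match was compared with that of genes lacking even the 6-base core, by a two-sided permutation test with 100000 resamples of the gene labels, adjusted over the 6 families. The same difference was computed for all other 7-mers made of the same bases. Names were matched to the annotation for 35350 rows, 1821 of them through an older symbol, and for 86.4% of the tested rows.

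Alternatives fixed in advance were other scalings and tests (edgeR with RLE factors or library totals, DESeq2 1.42.0, limma-voom, limma on library totals), other low-count filters, a block for the replicate number, leaving out each library in turn, a test against a 2-fold change, camera with an estimated correlation, fry, and other definitions of the seed match. Alternatives chosen after the data were seen were the edgeR 4.0.16 test with TMM, limma with TMM, pseudocounts of 0.5 and 5, the block with a correction for transcript GC and length, limma's test against a 2-fold change, leaving out both libraries numbered 2, and seed differences after regressing out UTR length, UTR GC and expression level. On simulated data with 15448 genes the test recovered 65% of planted 2-fold and 97% of planted 4-fold changes, with 6.9% of calls false, and camera gave p under 0.05 for 3% of random lists. The simulated genes were independent of each other, with few planted changes and no GC trend, so these rates need not hold for the data. Seed searches and permutations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9. No sample was left out.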

Results

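RNA was sequenced from BxPC-3 and S2-007 cells grown in standard conditions, with 3 biological replicates of each line. BxPC-3 cells carry an epithelial phenotype in the labels and S2-007 cells, which the study describes as metastatic, a mesenchymal one. Libraries held 19100976 to 24192378 reads in BxPC-3 and 17605587 to 36650765 reads in S2-007. The mitochondrial ribosomal RNA MT-RNR2 took 24.5% to 27.3% of the reads in each library. Across genes, log2 values of replicates correlated with Pearson r from 0.971 to 0.993, against 0.710 to 0.744 between libraries of different lines, where genes are not independent replicates. Replicates of both lines differed along transcript GC content, with those numbered 2 on the opposite side from the others. Across 9862 genes, the Spearman correlation of a library's deviation from its line's mean with GC was 0.84, -0.83 and 0.58 in BxPC-3 replicates 1 to 3 and 0.71, -0.76 and 0.18 in S2-007 replicates 1 to 3. The glycolytic enzyme gene GAPDH had a normalised read count of 8233 in BxPC-3 replicate 2, against 21074 and 19693 in the other BxPC-3 libraries.

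The single comparison of the series sets an epithelial-like line with little miR-125b and miR-100 against a mesenchymal-like line with much of both. Each state is represented by a single line, so the p values measure spread among libraries of the same line. They cannot separate a difference of state or microRNA level from any other difference between these lines. S2-007 cells held far more transcripts of the lysosomal protein precursor PSAP, the growth factor FGF2, the insulin-like growth factor binding protein IGFBP7 and the stem cell receptor LGR5. They held far fewer of the keratin KRT6A, the actin-bundling protein LCP1, the activin antagonist FST, the adhesion molecule CEACAM5 and the microRNA host transcript MIR205HG. Of 15911 genes tested with limma, 5304 were higher and 5541 lower in S2-007 at an adjusted p under 0.05, which is 68.2% of the genes, and 5066 did not pass. At least 2-fold changes numbered 3051 higher and 3760 lower. Tests against a 2-fold change itself called fewer genes in both directions, 1581 higher and 2519 lower with limma and 1735 higher and 3135 lower with edgeR. Without a low-count filter 3810 genes were at least 2-fold higher and 5909 at least 2-fold lower. The edgeR test with TMM scaling moved the median log2 fold change of all genes from 0.02 to -0.09, a shift of -0.12. Limma with TMM scaling moved it to -0.07. Neither called any of these genes in the opposite direction.

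Among the 10 largest increases, PSAP rose from 0.68 ± 0.62 to 5442 ± 661 normalised reads (mean ± SD, n = 3). That is a ratio of 7920 with a 95% counting interval of 2192 to 65405, since BxPC-3 held 2 PSAP reads. FGF2 rose from 0.74 ± 0.65 to 1738 ± 163 and LGR5 from 0.28 ± 0.48 to 1051 ± 47.2. IGFBP7 reached 7206 ± 582 against 6.30 ± 5.51. The methionine salvage enzyme gene MTAP reached 7771 ± 432 against 6.25 ± 2.95, which is 1244-fold. The other increases were in SPG20, LONRF2, ANAPC16, ME2 and KCNQ3. In BxPC-3, PSAP, ANAPC16, MTAP and ME2 lay in runs of neighbouring genes near 0, at positions 73576055 to 73611008 and 73975758 to 73995618 of chromosome 10, 21802635 to 21937650 of chromosome 9 and 48405450 to 48480627 of chromosome 18 (hg19). Among the 10 largest decreases, KRT6A fell from 8364 ± 561 to 0 reads, at least 9123-fold lower with a floor of 3 reads over the group. SCEL was at least 4443-fold lower, from 4176 ± 754 to 0 reads. MIR205HG fell from 11006 ± 947 to 0.22 ± 0.37, LCP1 from 14509 ± 937 to 1.64 ± 0.81 and FST from 12735 ± 781 to 1.88 ± 2.35. CEACAM5 fell from 3911 ± 566 to 0.22 ± 0.37, and the remaining decreases were in IL1RL1, CDH6, ANXA10 and DHRS9. KRT6A has near-identical copies in the genome, so its reads are less certain than those of a unique gene.

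Among markers of epithelial and mesenchymal state, E-cadherin transcripts fell and vimentin transcripts rose in S2-007. CDH1 (chromosome 16, 68771195 to 68869440) fell from 8411 ± 626 to 148 ± 5.09 normalised reads, 56.7-fold, in all 3 replicates (limma adjusted p = 1.3e-08). VIM (chromosome 10, 17270240 to 17279592) rose 68.0-fold, from 500.5 ± 36.1 to 34055 ± 1135 (limma adjusted p = 1.3e-08). The EMT transcription factor gene ZEB1 (chromosome 10, 31607424 to 31818742) rose 40.1-fold, from 58.2 ± 19.98 to 2335 ± 212, and N-cadherin CDH2 rose 1.76-fold, from 199 ± 13.3 to 349.99 ± 30.1. SNAI2 (chromosome 8, 49830157 to 49834299), also an EMT transcription factor, moved the other way. It fell 51.5-fold, from 1829 ± 204 to 35.5 ± 3.65. ZEB2 was at 13.6 ± 2.02 against 10.0 ± 4.19 (limma adjusted p = 0.23), and SNAI1 was under the count filter in both lines, at 1.36 ± 1.23 and 1.4004 ± 0.92.

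**Figure D1:**
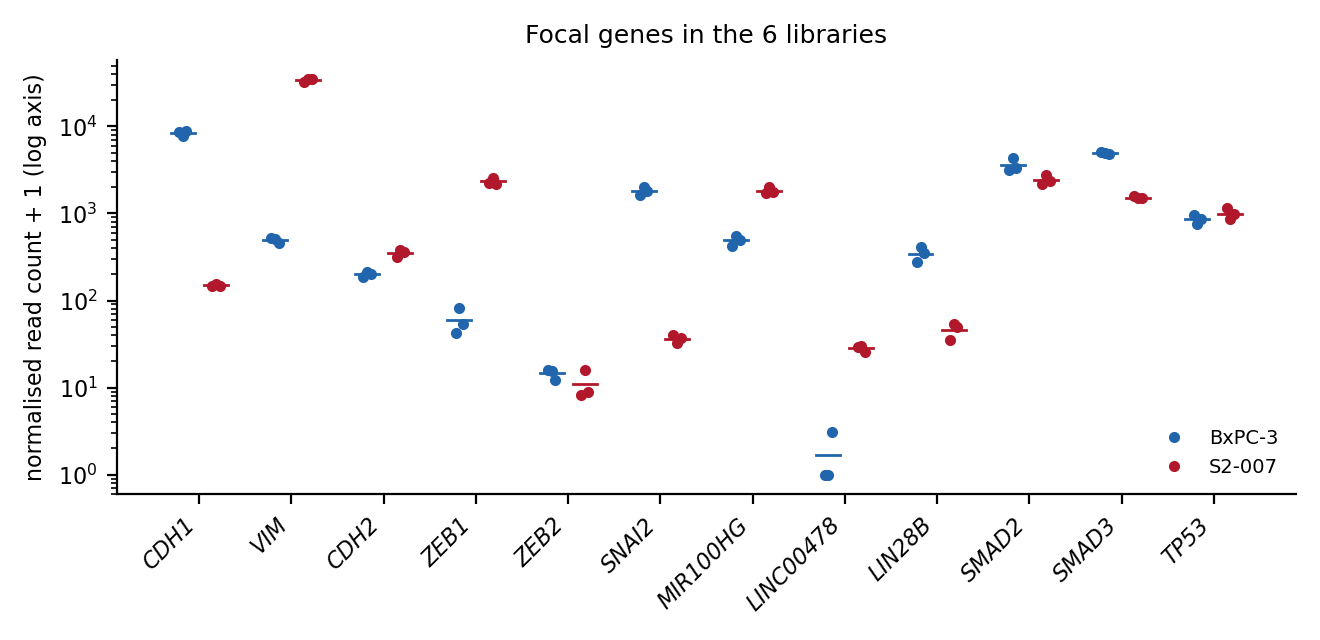
Normalised read counts plus 1 (log axis) of 12 focal genes in each of the 6 libraries, with the mean of each line as a bar. CDH1 and SNAI2 sit higher in BxPC-3 (8411 and 1829 on average) and VIM, ZEB1 and MIR100HG in S2-007 (34055, 2335 and 1836), while ZEB2 and TP53 overlap.

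Epithelial genes fell as a group. Of 26 tested epithelial identity genes 22 were lower and 1 was higher in S2-007, the same counts when adjusted over the list alone, with a median log2 fold change of -4.32. The list differed from other genes by camera (adjusted p = 2.6e-07, and adjusted p = 0.23 with an estimated correlation). The membrane trafficking gene MAL2 fell from 3174 ± 543 to 0.75 ± 1.30, and the epithelial transcription factor gene GRHL2 fell 593-fold, from 2151 ± 264 to 3.63 ± 2.12. The exception was the epithelial transcription factor gene ELF3, which rose from 223 ± 61.5 to 539 ± 56.2. Of 21 desmosome and adherens junction genes, 16 were lower and 1 was higher, also when adjusted over the list alone (median -4.04, camera adjusted p = 5.1e-05, and adjusted p = 0.092 with an estimated correlation). The desmosomal cadherin DSC3 fell from 5196 ± 753 to 2.80 ± 1.84, and the plaque protein PKP1 fell from 769 ± 168 to 0.22 ± 0.37. PKP2, another plaque protein, rose from 1059 ± 58.7 to 1840 ± 98.0. All 13 tested keratins changed, 10 lower and 3 higher, with the same counts adjusted over the list alone (median -5.35, camera adjusted p = 0.0047, and adjusted p = 0.59 with an estimated correlation). KRT5 fell 1534-fold, from 14909 ± 3959 to 9.72 ± 3.34. The keratins of simple epithelia KRT8 and KRT18 rose, from 2382 ± 980 to 9086 ± 1994 and from 4241 ± 1804 to 12248 ± 1518, and KRT80 was the other one that rose. Here and below, list members outside the naming rule are named only where a count was 5 or fewer, and were chosen after their values were seen.

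Tight junction genes went both ways. Of 24 tested, 12 were lower and 5 were higher, also adjusted over the list alone (median -0.38, camera adjusted p = 0.14). MARVELD3 fell from 244 ± 10.9 to 0 reads, at least 264-fold, and the claudin CLDN7 fell 43.0-fold, from 463 ± 115 to 10.8 ± 4.36. The channel-forming claudin CLDN2 rose from 0.62 ± 0.55 to 960.5 ± 22.9 and CLDN15 from 9.83 ± 4.48 to 35.8 ± 7.13, with OCLN, PARD3 and PARD6B the other increases.

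Mesenchymal genes went both ways. Of 26 tested, 10 were higher and 12 lower in S2-007, also adjusted over the list alone (median -0.56, camera adjusted p = 0.76). Fry put the list's balance on the higher side, opposite to the median, the mean of -0.37 and camera, without passing (adjusted p = 0.39). The collagen gene COL6A3 rose 408-fold, from 3.28 ± 1.10 to 1339 ± 167. The protease inhibitor gene SERPINE1 fell from 1265 ± 202 to 11.4 ± 1.51 and the mesenchymal cadherin CDH11 from 1636 ± 30.6 to 16.3 ± 3.53. Of 8 tested EMT transcription factors, ZEB1, TCF4 and TCF3 were higher and SNAI2, FOXC1, KLF8 and SIX1 lower, also adjusted over the list alone (median -0.43, camera adjusted p = 0.76). TCF4 rose from 4.79 ± 4.24 to 1089 ± 91.8 and KLF8 fell from 287 ± 21.9 to 2.07 ± 1.87.

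Of 27 tested TGF-beta pathway components, 16 were lower and 7 higher, also adjusted over the list alone (median -0.63, camera adjusted p = 0.14). The edgeR test with TMM scaling took this list past the threshold (adjusted p = 0.047, with a range of 0.047 to 0.37 over the camera alternatives). Besides FST, the activin subunit gene INHBA fell from 1392 ± 311 to 0.78 ± 0.68. The co-receptor gene TGFBR3 rose from 793 ± 50.2 to 3806 ± 163 and FSTL3 from 50.5 ± 25.0 to 207 ± 56.6. The signal transducer gene SMAD3 fell 3.24-fold, from 4945 ± 99.6 to 1525 ± 51.4. SMAD2 was at 3653 ± 649 in BxPC-3 and 2452 ± 280 in S2-007, a log2 fold change of -0.57 ± 0.15 (SE, limma adjusted p = 0.0095) that turned to 0.075 with a correction for transcript GC and length and a replicate block. SMAD4 had 0 reads in the 3 BxPC-3 libraries and 3 reads in the 3 S2-007 libraries, so no fold is given. The study describes both lines as SMAD4-negative, but the annotation also holds a read-through gene across SMAD4, and reads shared by overlapping genes are dropped by some counting tools.

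The microRNA host transcript MIR100HG, from which miR-100, let-7a and miR-125b are processed, was higher in S2-007. It stood at 489.7 ± 61.6 normalised reads in BxPC-3 and 1836 ± 169 in S2-007, 3.75-fold more, in all 3 replicates. Its log2 fold change was 1.91 ± 0.13 (SE, limma adjusted p = 4.3e-06). The files list it by the clone name RP11-166D19.1, which the annotation used here does not tie to MIR100HG, so the identity rests on background knowledge and no position is given. LINC00478 (chromosome 21, 17300616 to 18018683), the host of another miR-125b copy, rose from 2 reads to 90 reads over the 3 libraries, a ratio of 41.4 with a 95% counting interval of 11.1 to 347. LIN28B (chromosome 6, 105384491 to 105531207), which blocks let-7 maturation, fell 7.69-fold, from 346 ± 67.7 to 44.9 ± 9.65 (limma adjusted p = 1.1e-05). LIN28A was under the count filter, at 3.53 ± 1.64 and 1.08 ± 1.86. Of 14 tested microRNA host transcripts, MIR100HG, LINC00478 and MIR31HG were higher and 7 were lower, also adjusted over the list alone, and the list was not tested as a set. MIR31HG rose from 0 to 232 ± 7.40, at least 233-fold, while H19 fell 67.9-fold, from 662 ± 89.6 to 9.74 ± 2.73. MIR31HG lay inside the chromosome 9 run of genes near 0 in BxPC-3.

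Among 24 tested genes of let-7 processing and the microRNA machinery 8 were higher and 10 lower (9 higher and 10 lower adjusted over the list alone, median 0.10, camera adjusted p = 0.84). TRIM71 rose from 0 to 31.1 ± 9.48, at least 33.4-fold. TARBP2, a partner of Dicer, rose from 99.2 ± 42.5 to 328 ± 65.7, and the terminal uridylyl transferase gene ZCCHC6 fell from 2757 ± 402 to 875 ± 85.8. Of 21 tested let-7 target genes 10 were higher and 7 lower, also adjusted over the list alone (camera adjusted p = 0.74). The median was 0.52 and the mean -0.10, with camera on the side of the median. The insulin receptor gene INSR rose 9.54-fold, from 53.3 ± 9.05 to 508 ± 25.5. The cyclin gene CCND2 fell from 695 ± 30.2 to 1.02 ± 1.26 and IGF1R from 1762 ± 105.5 to 199 ± 22.5.

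Basal-like and interferon genes fell, and proliferation genes rose. All but 1 of 20 tested basal-like subtype genes were lower in S2-007, and none was higher (19 lower and 1 higher adjusted over the list alone). Their median log2 fold change was -7.01, or -7.30 with genes at 0 reads set to their bound (camera adjusted p = 7.3e-08, and adjusted p = 0.092 with an estimated correlation). KRT6A and SCEL led this list, and UCA1 was the higher member that passed only within the list. Classical subtype genes split, 9 higher and 11 lower of 20, also adjusted over the list alone (camera adjusted p = 0.76). Their median of -1.88, mean of -0.94 and camera lay on the lower side and fry on the higher side. The transcription factor gene HNF4A rose 357-fold, from 1.92 ± 0.67 to 686 ± 58.2, and CLRN3 rose from 0 to 256 ± 20.5, while ANXA10 and CEACAM5 fell. Of 28 proliferation genes 23 were higher and 1 was lower (24 higher and 1 lower adjusted over the list alone, median 1.23, camera adjusted p = 3.6e-05, and adjusted p = 0.092 with an estimated correlation). The mitotic cyclin CCNB1 rose from 3469 ± 317 to 13862 ± 1115 and the topoisomerase TOP2A from 12178 ± 2211 to 44245 ± 4117. PCNA, the clamp of the replication fork, fell from 7509 ± 1231 to 3448 ± 299.

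Of 24 tested interferon response genes, 19 were lower and 2 were higher, also adjusted over the list alone (median -1.79, camera adjusted p = 6.4e-05, and adjusted p = 0.38 with an estimated correlation). IFI44L fell from 1188 ± 210 to 0.81 ± 0.70 and IFI27 fell 14.7-fold, from 516 ± 212 to 35.0 ± 9.70. The antiviral genes MX1, from 94.9 ± 32.0 to 147 ± 6.46, and OAS3, from 718 ± 53.9 to 921 ± 27.8, were the higher members. Neither passed with edgeR and TMM scaling (adjusted p = 0.12 and 0.059), and MX1 also lost its call without BxPC-3 replicate 1 or any single S2-007 library. Over all alternatives the adjusted p ran from 0.0086 to 0.12 for MX1 and from 0.0012 to 0.061 for OAS3. Among 15 tested stem cell genes 8 were higher and 3 lower (8 higher and 4 lower adjusted over the list alone, median 0.63, camera adjusted p = 0.15). The chemokine receptor gene CXCR4 rose 63.6-fold, from 2.94 ± 0.49 to 187 ± 28.1. SOX2 fell from 165 ± 12.6 to 24.7 ± 7.87, ALDH1A3 fell from 20166 ± 993 to 6298 ± 255, and CD44 was the other lower member. PROM1, which encodes CD133, had 1 read in BxPC-3 and 35 in S2-007, under the count filter, a ratio of 32.2 with a 95% counting interval of 5.41 to 1308.

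**Figure D2:**
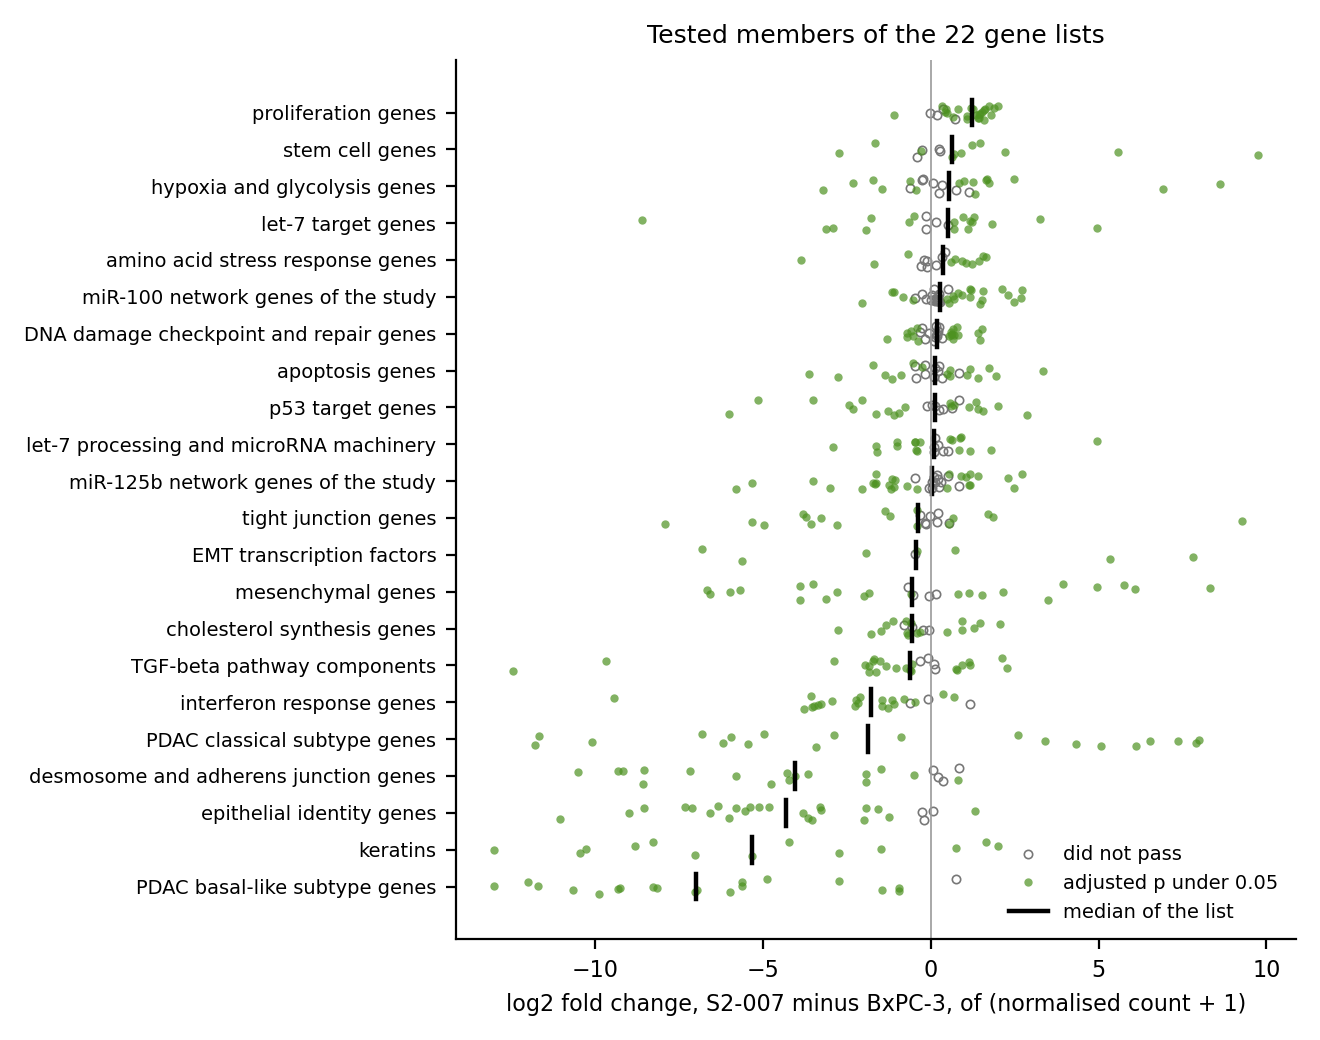
Log2 fold change (S2-007 minus BxPC-3, of normalised count plus 1) of each tested member of 22 gene lists, filled where the adjusted p is under 0.05, with the median of each list as a bar. Basal-like genes, keratins, epithelial identity and desmosome genes lie furthest to the lower side (medians -7.01, -5.35, -4.32 and -4.04) and proliferation genes to the higher side (1.23). Genes with 0 reads in a line are drawn at the value the added 1 gives, which is no bound.

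Genes of p53 signalling, apoptosis and DNA repair also went both ways. TP53 itself was at 862 ± 110 and 995 ± 138 (limma adjusted p = 0.23, and adjusted p = 0.027 with the replicate block). Of 27 tested p53 targets 9 were higher and 11 lower, also adjusted over the list alone (camera adjusted p = 0.89), with a median of 0.12 against a mean of -0.48 and camera on the lower side. PLK2 rose from 3014 ± 320 to 21733 ± 1579 and the polymerase gene POLH from 185 ± 14.2 to 749.9 ± 7.86. SERPINB5 fell from 9519 ± 1136 to 146 ± 23.6 and PHLDA3 from 60.2 ± 17.5 to 0.78 ± 0.68. Among 27 apoptosis genes 9 were higher and 8 lower (9 higher and 7 lower adjusted over the list alone, median 0.12, camera adjusted p = 0.76). The inhibitors BIRC3 and BCL2L1 rose, from 438 ± 103 to 4369 ± 328 and from 1004 ± 256 to 3759 ± 252. The promoters of cell death BMF and BIK fell, from 49.7 ± 17.8 to 3.18 ± 1.79 and from 83.7 ± 13.9 to 11.4 ± 1.84. MCL1, another inhibitor in this list, was also lower in S2-007 and is given below with the miR-100 network. Of 31 DNA damage checkpoint and repair genes 12 were higher and 7 lower, also adjusted over the list alone (median 0.18, camera adjusted p = 0.32). FANCE rose from 126 ± 56.5 to 331 ± 33.0 and CDC25C from 251 ± 8.68 to 689 ± 37.7, while RAD51 fell from 558 ± 32.5 to 226 ± 23.1 and PALB2 from 1362 ± 182 to 819 ± 18.3.

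BxPC-3 grew in RPMI and S2-007 in DMEM, and metabolic genes changed in both directions between them. Of 24 hypoxia and glycolysis genes 10 were higher and 6 lower, also adjusted over the list alone (median 0.53, camera adjusted p = 0.32). BNIP3 rose from 0.40 ± 0.69 to 513 ± 45.5 and the glucose transporter SLC2A3 from 0.34 ± 0.59 to 153 ± 13.0. NDRG1 fell from 854 ± 106 to 91.4 ± 18.1 and the angiogenic factor VEGFA from 1419 ± 251 to 283 ± 33.1. Of 21 cholesterol synthesis genes 6 were higher and 11 lower, also adjusted over the list alone (median -0.58, camera adjusted p = 0.19). HMGCS1 fell from 5225 ± 1046 to 758 ± 14.1 and FDFT1 from 3125 ± 127 to 903 ± 26.5. LSS rose from 109.7 ± 46.6 to 294 ± 69.7 and TM7SF2 from 14.9 ± 11.9 to 50.4 ± 20.7, though TM7SF2 lost its call with edgeR and TMM scaling (adjusted p = 0.057, with a range of 6.5e-04 to 0.11 over the alternatives) and without S2-007 replicate 1 or 3. Of 18 amino acid stress genes 8 were higher and 3 lower, also adjusted over the list alone (median 0.37, camera adjusted p = 0.32). PSAT1, of serine synthesis, rose from 995 ± 112 to 3089 ± 87.7 and asparagine synthetase ASNS from 316 ± 44.4 to 918 ± 29.2. The cystine transporter SLC7A11 fell 14.8-fold, from 6973 ± 1222 to 472 ± 34.4, CEBPB fell from 239 ± 29.6 to 73.6 ± 11.3, and TRIB3 was the other lower member.

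The study chose its miR-125b and miR-100 network genes from PANC-1 libraries and not from these samples. Of 39 tested miR-125b network genes 11 were higher and 16 lower in S2-007, also adjusted over the list alone (camera adjusted p = 0.76). Their median was 0.05 and their mean -0.41, with camera on the lower side. The decoy receptor gene TNFRSF11B fell from 71.2 ± 10.3 to 0.38 ± 0.65, CLDN7 fell, and the receptor gene FGFR1 and the phosphatase subunit gene PPP2R2C rose, from 90.7 ± 18.4 to 591 ± 80.2 and from 27.2 ± 5.58 to 155 ± 20.7. Of 37 tested miR-100 network genes 17 were higher and 5 lower, also adjusted over the list alone (median 0.28, camera adjusted p = 0.054). TP53INP1 fell from 224 ± 50.5 to 52.4 ± 1.71 and MCL1 from 8814 ± 1448 to 3952 ± 158, with FRS2, MAP4K4 and NFKB1 the other lower members. The folate carrier SLC19A1 rose from 24.7 ± 22.2 to 93.9 ± 28.5 but lost its call with edgeR and TMM scaling (adjusted p = 0.059, with a range of 9.2e-04 to 0.13 over the alternatives) and without any single S2-007 library. Camera called the miR-100 network on the higher side with library totals (adjusted p = 0.043) and with the replicate block (adjusted p = 0.039). It also did so without BxPC-3 replicate 2 (adjusted p = 0.029) and without S2-007 replicate 1 (adjusted p = 0.045), in a range of 0.016 to 0.38 over the camera alternatives.

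Transcripts with microRNA seed matches in the 3′ UTR were compared next, to ask whether they were lower in the line with more miR-125b and miR-100. Genes with a miR-125b match had lower fold changes than genes without one, with medians of 0.09 and 0.19, both above 0. Their median log2 fold change differed by -0.096 from that of genes without one, over 2108 and 7464 genes (two-sided permutation test, adjusted p = 0.0026), and 34.0% of the former and 29.9% of the latter were called lower in S2-007. For miR-100 the difference was -0.29 between 171 and 11497 genes (permutation test, adjusted p = 0.0062), with 42.1% and 31.2% called lower. Fold changes were also lower with a match for let-7 than without (-0.15, permutation test, adjusted p = 4.5e-05). The same held for the family of miR-200b, miR-200c and miR-429 (-0.26), the family of miR-200a and miR-141 (-0.25) and miR-203a (-0.29). The last 3 each had an adjusted p of 2e-05, from a raw p of 1e-05 that is the smallest the permutation test can give. So the differences for miR-125b and miR-100 were in the same direction as those of every other family tested. The study measured less of the miR-200 family in mesenchymal-like cells than in BxPC-3. The direction seen for that family is therefore not the one that less miR-200 in S2-007 would give. One-sided Kolmogorov-Smirnov tests, the kind of test the study used, gave adjusted p = 0.0014 for miR-125b and 0.0044 for miR-100. Every other family had a smaller adjusted p in the same test. It was 1.8e-06 for let-7, 9.1e-24 and 9.9e-21 for the miR-200b and miR-200a families and 2.8e-23 for miR-203a. These p values also depend on the number of genes with a match, from 171 for miR-100 to 3067 for miR-203a. The gap between distributions that this test measures was widest for miR-100 (0.1258) and narrowest for miR-125b (0.0451) among the 6 families. Genes are not independent replicates.

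Genes with matches had longer 3′ UTRs, with a median of 2810 against 1012 nucleotides for miR-125b and 3602 against 1470 for miR-100. With UTR length, UTR GC and expression level regressed out, the difference was -0.11 for miR-125b (permutation test, adjusted p = 0.0059) and -0.22 for miR-100 (adjusted p = 0.054), but -0.03 for let-7 (adjusted p = 0.43), -0.04 for the miR-200b family (adjusted p = 0.24), -0.08 for the miR-200a family (adjusted p = 0.018) and -0.05 for miR-203a (adjusted p = 0.14). A linear model with the same covariates turned the direction for miR-100 (0.06, adjusted p = 0.73), the miR-200b family (0.17, adjusted p = 0.039), the miR-200a family (0.02, adjusted p = 0.73) and miR-203a (0.05, adjusted p = 0.62), and left miR-125b and let-7 at -0.09 each without a call (both adjusted p = 0.34). In the shortest UTR the calls for miR-125b, miR-100 and let-7 ended (adjusted p = 0.19, 0.070 and 0.061), as did that for miR-100 with 8-base matches (adjusted p = 0.11, with a range of 0.0018 to 0.73 over the alternatives). The miR-125b difference lay at percentile 17.4 of the 420 7-mers of the same bases and the miR-100 difference at percentile 1.43. For let-7, the miR-200b and miR-200a families and miR-203a the percentiles were 21.0, 40.2, 16.7 and 18.6. Without BxPC-3 replicate 1 the miR-125b difference was -0.05 (permutation test, adjusted p = 0.14, with a range of 1.2e-05 to 0.34 over the alternatives), and without BxPC-3 replicate 2 those of the miR-200b and miR-200a families and miR-203a shrank to -0.11, -0.13 and -0.14.

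**Figure D3:**
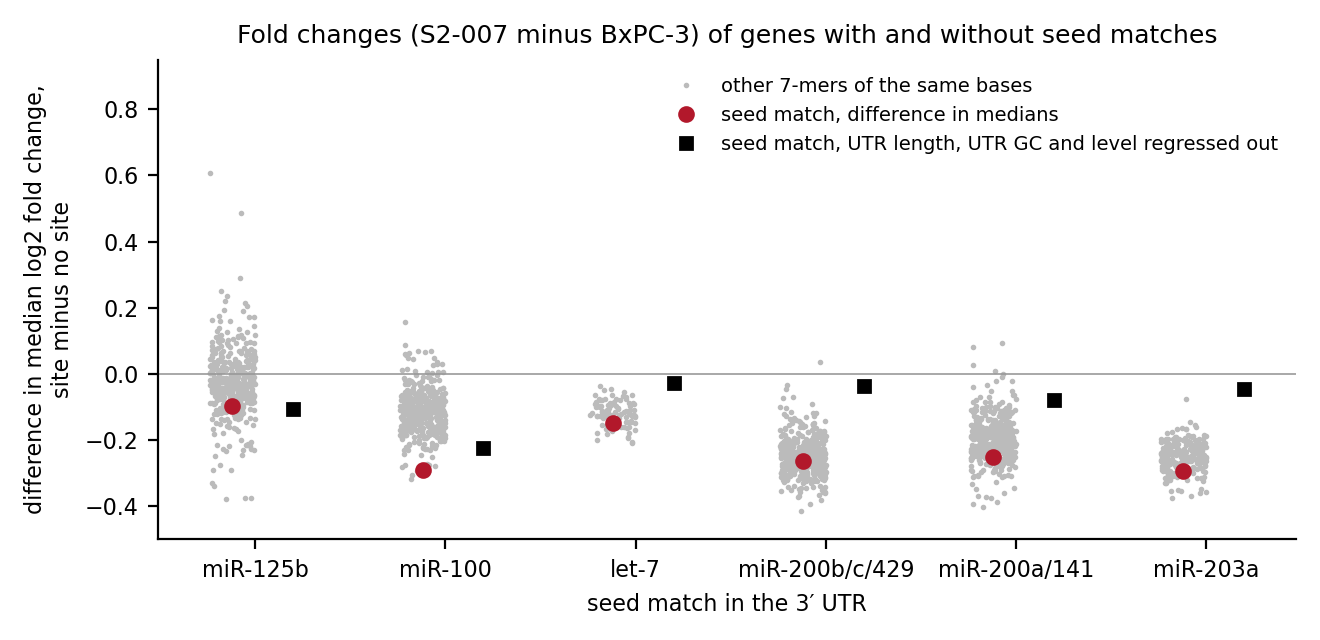
Difference in median log2 fold change (S2-007 minus BxPC-3) between genes with and without a seed match, for 6 microRNA families (large points), for other 7-mers of the same bases (small points), and with UTR length, UTR GC and level regressed out (squares). The miR-100 point (-0.29) lies near the bottom of its 7-mers, at percentile 1.43, while the miR-125b point (-0.096) lies at percentile 17.4.

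Immune, endothelial, and acinar and endocrine markers were mostly near 0. Of 14 immune markers only LCP1 passed the count filter and was called lower, and the pan-leukocyte gene PTPRC had 0 reads in every library. Of 9 endothelial markers in the files ESAM and CDH5 passed the filter. The endothelial cadherin CDH5 fell from 73.5 ± 9.72 to 0.38 ± 0.65, and ESAM did not pass the test, at 51.4 and 47.9. Counts adjusted over these lists alone were the same. None of 15 acinar and endocrine markers passed the filter. The fibroblast markers COL1A2 and POSTN, which are in the mesenchymal list and were picked after their values were seen, had 0 reads in both lines. They do not stand for that list. Of its 35 members 26 passed the filter, with VIM at 34055 in S2-007 and CDH11 at 1636 in BxPC-3.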

Values the study reported

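By its own microRNA measurements, the study put both miR-100 and miR-125b about 40-fold higher in S2-007 than in BxPC-3 cells. From RNA sequencing of both lines it counted 123 genes that carry a miR-125b seed match, were lower in S2-007 and also responded to miR-125b in PANC-1 cells.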

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

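Tests with edgeR and TMM, limma and TMM, other pseudocounts, the block with a GC and length correction, limma against a 2-fold change, without both libraries numbered 2, and with covariates regressed out of the seed differences were chosen after the data were seen. Against 10845 genes called, the alternatives other than tests against a 2-fold change called 9423 to 13436 and kept 86.6% to 99.9% of the calls. None of the 10845 was called in the opposite direction. A change of sign without a call, as in SMAD2 below, is not counted here. When limma and edgeR tested against 2-fold itself, a stricter question, 1581 and 1735 genes were higher and 2519 and 3135 lower. Without a filter, when 30387 rows were tested, 3810 genes were at least 2-fold higher and 5909 at least 2-fold lower. Replicate numbers were not taken to pair the samples. Deviations of libraries with the same number correlated across all tested genes at 0.40, 0.49 and 0.095, and BxPC-3 replicate 3 correlated better with S2-007 replicate 1 (0.22). Over the more expressed genes these values were 0.68, 0.71 and 0.25, and 0.44 for BxPC-3 replicate 3 with S2-007 replicate 1. After GC and length correction they were 0.16, 0.20 and 0.063, and 0.040 for BxPC-3 replicate 3 with S2-007 replicate 1. So the choice depends on the genes used and on the correction. The block, which called 12208 genes (6157 higher, 6051 lower), was kept as an alternative. Without both libraries numbered 2, which shared a GC trend, 5933 genes were higher and 5915 lower.

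Of the named genes with a test, 102 of them called, 98 kept their direction and their call, or lack of one, in every alternative run. MX1, OAS3, TM7SF2 and SLC19A1 lost the call in at least 1. SMAD2 reversed to 0.075 (adjusted p = 0.26) with the block and the GC and length correction, and TP53 passed with the block (adjusted p = 0.027). The causes were not tested.

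All 6 called lists lost the call with an estimated correlation and in no other alternative. Adjusted p was then 0.23 for epithelial identity, 0.092 for desmosomes, proliferation and basal-like genes alike, 0.59 for keratins and 0.38 for interferon. Fry, which asks another question, passed on the lower side tight junctions (7.9e-07), EMT factors (0.0085), TGF-beta (2.9e-05), p53 (0.0010), cholesterol (8.3e-04) and the miR-125b network (2.1e-04). On the higher side it passed let-7 targets (0.0015), stem cells (7.7e-05), hypoxia (0.0019), amino acid stress (0.0019) and the miR-100 network (4.1e-04). Fry does not compare a list with other genes, of which 68.2% were called, so a pass does not set a list apart. Unlike camera, it was not tried on random lists. TGF-beta passed with edgeR (0.047). The miR-100 network passed with library totals (0.043), the block (0.039), the block with correction (0.016) and without both libraries numbered 2 (0.030), and ran from 0.029 to 0.075 without single libraries. The cause was not tested.

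The miR-125b seed difference of -0.096 was -0.093 in a linear model with UTR length, UTR GC and level, -0.053 in the shortest UTR and -0.14 to -0.047 without single libraries (-0.047 without BxPC-3 replicate 1). For miR-100 it was -0.34 with 8-base matches, 0.061 in the linear model, -0.29 in the shortest UTR, -0.22 with covariates regressed out and -0.22 with the block and correction, none past the threshold. For let-7 these values were -0.089 (linear model), -0.11 (shortest UTR), -0.028 (regressed out) and -0.034 (block and correction). In the linear model the miR-200b family reversed to 0.17 (adjusted p = 0.039), the miR-200a family to 0.020 and miR-203a to 0.053. With covariates regressed out the miR-200b family and miR-203a gave -0.036 and -0.046. With the block and correction the miR-200b and miR-200a families and miR-203a gave -0.012, -0.036 and -0.039. The miR-125b difference kept its direction and call with the block and correction, while every other family lost its call there. The causes were not tested. SMAD4, SNAI1, LIN28A and PROM1 lay under the count filter and were left out of the limma test.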

Other observations

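The runs of neighbouring genes and all their tests, the seed differences with covariates regressed out, and the splits of the samples were chosen after the results were seen. In S2-007, several families of neighbouring genes that BxPC-3 expressed were near 0 together. Of protein-coding genes with a mean of at least 50 in the other line, 8 runs of at least 3 consecutive genes, 31 genes in all, stood at no more than 2% of the BxPC-3 level. On chromosome 2 (113531502 to 113891593) the interleukin-1 family genes IL1A, IL1B, IL37 and IL1RN formed a run, with IL1A at 3006 ± 378 normalised reads in BxPC-3 and 0.59 ± 0.57 in S2-007 (mean ± SD, n = 3) and IL1RN at 588 ± 67.2 and 0.38 ± 0.65. On chromosome 18 (61144191 to 61571122) the serine protease inhibitor genes SERPINB5, SERPINB13, SERPINB3, SERPINB7 and SERPINB2 did, with SERPINB2 at 3253 ± 295 and 0.62 ± 0.61. The epidermal barrier genes FLG, SPRR3 and SPRR1B with S100A9 (chromosome 1), the keratins KRT7, KRT6A, KRT5 and KRT4 (chromosome 12), GIMAP8, GIMAP4 and GIMAP6 (chromosome 7), the cadherins CDH8, CDH11 and CDH5 (chromosome 16) and GABRA3 with CSAG1 and the cancer-testis genes MAGEA6, MAGEA12 and MAGEA3 (chromosome X) were also among the runs. Among 10000 random gene orders the highest number of runs was 5.

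By the same rule, 16 neighbouring genes in 4 runs were near 0 in BxPC-3. They were KLHL9, IFNE, MTAP and CDKN2A (chromosome 9, 21329664 to 21995300), C10orf54, PSAP, CHST3, ASCC1 and ANAPC16 (chromosome 10, 73507313 to 73995618), ME2, ELAC1 and MEX3C (chromosome 18, 48405450 to 48744703) and RIPK4, PRDM15, C2CD2 and ZBTB21 (chromosome 21, 43159529 to 43430496). Random gene orders gave at most 3 runs in 10000 permutations (permutation p = 0.0001, the smallest they can give), which argues against chance order. With transcript GC and length corrected the median log2 fold change of the 16 genes was 8.59, against 8.60 before, and the smallest was 5.73. This cannot decide whether such a bias plays a part, because the genes were chosen for being near 0 in BxPC-3. Across genes the fold change followed GC only weakly (Spearman correlation 0.16), so the correction could hardly have removed changes this large. A lost or silenced segment is a candidate explanation that stays open, because only 1 other measured row inside the runs, MIR31HG, could be looked at, 1 of 1 was near 0, and loss and silencing cannot be told apart without DNA data. SMAD4, between ELAC1 and MEX3C, had 0 reads in BxPC-3 but only 3 in S2-007, so it adds nothing.

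Genes with a miR-125b match had a median log2 fold change of 0.09, against 0.19 without one, a difference of -0.096. With UTR length, UTR GC and expression level regressed out, the difference in medians was -0.11 (permutation test, adjusted p = 0.0059). A linear effect of these 3 on the fold change therefore did not remove it. That regression was chosen after the results were seen, and the miR-200a family passed it too (-0.08, permutation test, adjusted p = 0.018), so the 3 are not excluded. The linear model planned for this question could decide nothing, because its coefficient lay within 2 SE of 0 without covariates (-0.083 ± 0.055) as well as with them (-0.093 ± 0.061). Base composition of the match may account for the difference, since it lay at percentile 17.4 of 7-mers with the same bases, and at 20.7 after the regression. Among those with the same number of CpG as well it lay at percentile 9.17, before and after the regression. The higher miR-125b of S2-007 stays open as an explanation but is not set apart from base composition or from the 3 covariates by these data.

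Genes with a miR-100 match differed by -0.29 over 171 genes. It lay at percentile 2.78 of 180 7-mers with the same bases and number of CpG, which argues against base composition as its only source. A few of those 7-mers gave a difference as low, so the rank does not exclude base composition. UTR length, UTR GC and expression level may account for part or all of the difference. With these regressed out the difference shrank from -0.29 to -0.22 and the permutation p rose from 0.0062 to 0.027, which adjustment over the 6 families took to 0.054. After the regression it still lay at percentile 0.95 of 7-mers with the same bases and at 2.22 of those with the same number of CpG as well. The linear model could decide nothing here either, with a coefficient of -0.013 ± 0.17 (SE) without covariates and 0.061 ± 0.17 with them. The higher miR-100 of S2-007 stays open and untested.

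Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave 10845 called genes and 6811 at least 2-fold, and the highest other gave 0 of either. These splits are too few for a share under 0.05.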
